# Increased Systemic Glucose Tolerance with Increased Muscle Glucose Uptake in Transgenic Mice Overexpressing RXRγ in Skeletal Muscle

**DOI:** 10.1371/journal.pone.0020467

**Published:** 2011-05-31

**Authors:** Satoshi Sugita, Yasutomi Kamei, Fumiko Akaike, Takayoshi Suganami, Sayaka Kanai, Maki Hattori, Yasuko Manabe, Nobuharu Fujii, Takako Takai-Igarashi, Miki Tadaishi, Jun-Ichiro Oka, Hiroyuki Aburatani, Tetsuya Yamada, Hideki Katagiri, Saori Kakehi, Yoshifumi Tamura, Hideo Kubo, Kenichi Nishida, Shinji Miura, Osamu Ezaki, Yoshihiro Ogawa

## Abstract

**Background:**

Retinoid X receptor (RXR) γ is a nuclear receptor-type transcription factor expressed mostly in skeletal muscle, and regulated by nutritional conditions. Previously, we established transgenic mice overexpressing RXRγ in skeletal muscle (RXRγ mice), which showed lower blood glucose than the control mice. Here we investigated their glucose metabolism.

**Methodology/Principal Findings:**

RXRγ mice were subjected to glucose and insulin tolerance tests, and glucose transporter expression levels, hyperinsulinemic-euglycemic clamp and glucose uptake were analyzed. Microarray and bioinformatics analyses were done. The glucose tolerance test revealed higher glucose disposal in RXRγ mice than in control mice, but insulin tolerance test revealed no difference in the insulin-induced hypoglycemic response. In the hyperinsulinemic-euglycemic clamp study, the basal glucose disposal rate was higher in RXRγ mice than in control mice, indicating an insulin-independent increase in glucose uptake. There was no difference in the rate of glucose infusion needed to maintain euglycemia (glucose infusion rate) between the RXRγ and control mice, which is consistent with the result of the insulin tolerance test. Skeletal muscle from RXRγ mice showed increased Glut1 expression, with increased glucose uptake, in an insulin-independent manner. Moreover, we performed *in vivo* luciferase reporter analysis using *Glut1* promoter (*Glut1*-Luc). Combination of RXRγ and PPARδ resulted in an increase in *Glut1*-Luc activity in skeletal muscle *in vivo*. Microarray data showed that RXRγ overexpression increased a diverse set of genes, including glucose metabolism genes, whose promoter contained putative PPAR-binding motifs.

**Conclusions/Significance:**

Systemic glucose metabolism was increased in transgenic mice overexpressing RXRγ. The enhanced glucose tolerance in RXRγ mice may be mediated at least in part by increased Glut1 in skeletal muscle. These results show the importance of skeletal muscle gene regulation in systemic glucose metabolism. Increasing RXRγ expression may be a novel therapeutic strategy against type 2 diabetes.

## Introduction

The skeletal muscle, known as the largest organ in the human body, plays an important role in exercise, energy expenditure, and glucose metabolism. It is a major site of glucose disposal [1], [2]. In type 2 diabetic subjects, glucose uptake in the skeletal muscle is impaired [2]. Blood glucose is taken up by the skeletal muscle via insulin-dependent and independent glucose transporters (Glut4 and Glut1, respectively) [3], where it is converted into glycogen. Increasing capacity of glucose uptake in the skeletal muscle is considered beneficial for the prevention and treatment of type 2 diabetes [3], [4]. On the other hand, glucose metabolism in the skeletal muscle may affect the whole body metabolism; the skeletal muscle-specific inactivation of *Glut4* has resulted in defect in insulin action in the adipose tissue (glucose uptake) and liver (suppression of gluconeogenesis) [5]. Thus, identification of the molecular mechanisms involved in skeletal muscle glucose metabolism should help clarify the pathophysiology of diabetes.

Nuclear receptors are part of a large superfamily of transcription factors that includes receptors for steroids, retinoic acid, and thyroid hormones [6]. RXRs are heterodimeric partners of many nuclear receptors, such as retinoic acid receptors (RARs), thyroid hormone receptors (T3Rs), liver X receptors (LXRs), peroxisome proliferator activated receptors (PPARs), and RXRs themselves [6]. Among RXR heterodimer partners, activation of PPARδ in the skeletal muscle increases insulin sensitivity [7]. The RXR subfamily consists of RXRα, RXRβ, and RXRγ [6], [8]. Although RXRγ is preferentially expressed in the skeletal muscle, its functional role is poorly understood. We have recently found that expression of retinoid X receptor γ (RXRγ) is changed in the skeletal muscle under nutritional conditions; RXRγ mRNA expression is down-regulated by fasting and recovered by refeeding [9]. In an attempt to explore the role of RXRγ in the skeletal muscle, we established transgenic mice overexpressing RXRγ in the skeletal muscle (RXRγ mice) and found that they exhibit increased triglyceride contents in the skeletal muscle as a result of increased expression of sterol regulatory element binding protein 1c (SREBP1c), a transcriptional master regulator of lipogenesis [9]. Indeed, RXRγ has been shown to enhance SREBP1c gene expression in C2C12 myocytes *in vitro* at least in part by heterodimerization with LXR [9]. On the other hand, we also found that blood glucose levels are lower in RXRγ mice than in control mice [9]. These observations, taken together, suggest that RXRγ plays a critical role in glucose and lipid metabolism in the skeletal muscle. However, the molecular mechanism involved in RXRγ regulation of glucose metabolism in the skeletal muscle and how it affects systemic glucose metabolism are poorly understood.

Here, we demonstrate enhanced glucose metabolism with increased Glut1 expression and glucose uptake in RXRγ mice. This study suggests that activation of the skeletal muscle RXRγ is a novel therapeutic strategy to treat or prevent type 2 diabetes.

## Methods

### Animals

C57BL6 mice were purchased from Charles River Japan (Yokohama, Japan). Generation of RXRγ mice under the control of the human α-actin promoter was described previously [9]. They were allowed free access to food (CRF-1; Charles River) and water, unless otherwise stated. All animal experiments were approved by Institutional Animal Care and Use Committee of Tokyo Medical and Dental University (approval ID: No. 0090041).

### Blood analysis

Serum samples were obtained from mice, when fed *ad libitum*. Serum glucose levels were measured by the blood glucose test meter (Glutest PRO R; Sanwa-Kagaku, Nagoya, Japan). Serum concentrations of insulin were determined by the enzyme-linked immunosorbent assay (ELISA) kits (Morinaga Institute of Biological Science, Inc., Yokohama, Japan).

### Glucose and insulin tolerance tests

For glucose tolerance test, D-glucose (1 mg/g of body weight, 10% (w/v) glucose solution) was administered by intraperitoneal injection after an overnight fast. For insulin tolerance test, human insulin (Humulin R; Eli Lilly Japan K.K., Kobe, Japan) was injected intraperitoneally (0.75 mU/g of body weight), when fed *ad libitum*.

### Hyperinsulinemic-euglycemic clamp studies

We analyzed as described previously [10]–[12] with slight modification. Two days before the clamp studies, a catheter was inserted into the right jugular vein for infusion under general anesthesia with sodium pentobarbital. Studies were performed on mice under conscious and unstressed conditions after a 4-h fast. The clamp study began with a prime (4 mg/kg for 5 min) of [6,6-^2^H] glucose (Cambridge Isotope Laboratories, Inc, Andover, MA) followed by continuous infusion at a rate of 0.5 mg/kg per minute for 2 hr to assess the basal glucose turnover. After the basal period, hyperinsulinemic-euglycemic clamp was conducted for 120 min with a primed/continuous infusion of human insulin (25 mU/kg prime for 5 min, 5 mU/kg/min infusion) and variable infusion of 20% glucose to maintain euglycemia (approximately 100 mg/dl). The 20% glucose was enriched with [6,6-^2^H] glucose to approximately 2.5% as previously described [12]. To determine the enrichment of [6,6-^2^H]glucose in plasma at basal and insulin stimulated state, samples were deproteinized with trichloroacetic acid and derivatized with *p*-aminobenzoic acid ethyl ester. The atom percentage enrichment of glucose_m+2_ was then measured by high-performance liquid chromatography with LTQ-XL-Orbitrap mass spectrometer (Thermo Scientific, CA). The glucose_m+2_ enrichment was determined from the *m/z* ratio 332.2: 330.2. The hepatic glucose production was calculated by using the rate of infusion of [6,6-^2^H]glucose over the atom percent excess in the plasma minus the rate of glucose being infused. The insulin-stimulated whole-body glucose uptake was calculated by adding the total glucose infusion rate plus the hepatic glucose production [12].

#### Quantitative real-time PCR

Quantitative real-time PCR was performed as described [9]. Total RNA was prepared using Sepazol (Nacalai Tesque, Kyoto, Japan). cDNA was synthesized from 5 µg of total RNA using Superscript II reverse transcriptase (Invitrogen Inc., Carlsbad, CA) with random primers. Gene expression levels were measured with an ABI PRISM 7700 using SYBR Green PCR Core Reagents (Applied Biosystems, Tokyo, Japan). The primers used were as follows, RXRγ: Fw: 5′-CACCCTGGAGGCCTATACCA-3′, Rv: 5′-AAACCTGCCTGGCTGTTCC-3′, Glut1: Fw: 5′-CCAGC TGGGA ATCGT CGTT-3′, Rv: 5′-CAAGT CTGCA TTGCC CATGAT-3′, Glut4: Fw: 5′-TCTGTGGGTGGCATGATCTCT-3′, Rv: 5′-GCCCTTTTCCTTCCCAACC-3′, glucose phosphate isomerase 1: Fw: 5′-AGCGCTTCAACAACTTCAGCT-3′, Rv: 5′-CAGAATATGCCCATGGTTGGT-3′, phosphoglycerate mutase 1: Fw: 5′-TCCTGAAACATCTGGAAGGTATCTC-3′, Rv: 5′-CAGTGGGCAGAGTGATGTTGAT-3′, fructose bisphosphatase 2: Fw: 5′-TGAATGCAATCCTGTGGCC-3′, Rv: 5′-TGGTTGCCATACCTCCTGCT-3′, pyruvate dehydrogenase kinase isoenzyme 1: Fw: 5′-GGACTTCTATGCGCGCTTCT-3′, Rv: 5′-CTGACCCGAAGTCCAGGAAC-3′, glycogen synthase 2: Fw: 5′-AGGATCATTCAGAGGAACCGC-3′, Rv: 5′-CCAGTCCAGGAGATCTGAGAGC-3′.

### Tissue sampling for analysis of Glut1 and Glut4 protein levels

Skeletal muscles were homogenized in ice-cold buffer containing 250 mmol/L sucrose, 20 mmol/L 2-[4-(2-hydroxyethyl)-1-piperadinyl] ethonsulforic acid (HEPES) (pH 7.4), and 1 mmol/L EDTA, and centrifuged at 1200 g for 5 minutes. The supernatant was centrifuged at 200 000 g for 60 minutes at 4°C [13]. The resulting pellet was solubilized in Laemmli sample buffer containing dithiothreitol. Samples were subjected to Western blotting as described [14]. Antibodies used were those against Glut1 (#07-1401, Millipore, Temecula, CA), and Glut4 (SC-1606, Santa Cruz Biotechnology Inc., Santa Cruz, CA).

### Muscle incubation and glucose transport

Glucose transport was measured as described [15]. Mice were fasted overnight and killed. The extensor digitorum longus (EDL) muscles were rapidly removed, each of which was mounted on the incubation apparatus and preincubated in Krebs-Ringer bicarbonate (KRB) buffer containing 2 mmol/l pyruvate for 30 min. The muscles were then incubated in KRB buffer in the absence or presence of 50 mU/ml insulin for 10 min. The buffers were kept at 37°C throughout the experiment and gassed continuously with 95% O_2_ and 5% CO_2_. Immediately after incubation, the muscle was transferred to KRB buffer containing 1 mmol/l 2-[^3^H]-deoxy-d-glucose (1.5 µCi/ml) and 7 mmol/l d-[^14^C]-mannitol (0.3 µCi/ml).

### Measurement of skeletal muscle glycogen

The skeletal muscle glycogen content was measured as glycosyl units after acid hydrolysis [16]. The skeletal muscle samples were minced, 50 mg of which was added to 1 ml of 0.3 M percholic acid and homogenized on ice. One ml of 1 N HCl was added and incubated for 2 h at 100°C, thereafter, 1 ml of 1 N NaOH was added at room temperature. Glucose content was examined using the F-kit glucose (Roche Diagnostics, Mannheim, Germany).

### Plasmids

The coding region of mouse RXRγ and PPARδ cDNA were subcloned into a mammalian expression plasmid, pCMX [9]. The 1.5-kb 5′-flanking region of the mouse *Glut1* promoter was obtained by PCR with mouse genomic DNA (RefSeqs number: NC_000070). The PCR primers used were: Fw: 5′-GTGGTGCGCGCCTGTAGTCC-3′ and Rv: 5′-GGCGCACTCCACGGATGCCG-3′. The fragment was subcloned into the pGL3-basic luciferase vector (Promega Corporation, Madison, WI). The promoter regions used were: -1500 to +75, -647 to +75, and -152 to +75, counting the transcription start site as +1.

### Electroporation and *in vivo* luciferase reporter analysis

*In vivo* electroporation was performed according to the modified method of Aihara and Miyazaki [17]. Under the pentobarbital anesthesia (30 mg/kg), bilateral quadriceps muscles from C57BL6 mice (male, 12 weeks of age) were injected with 80 µg of plasmid DNA (25 µl) by using a 29-gauge needle attached to a 0.5-ml insulin syringe (Terumo Corporation, Tokyo, Japan). Square-wave electrical pulses (160 V/cm) were applied six times with an electrical pulse generator (CUY21EDIT, Nepa Gene Co. Ltd., Chiba, Japan) at a rate of one pulse per second, with each pulse being 20 ms. in duration. The electrodes were a pair of stainless steel needles inserted into the quadriceps muscles and fixed 5 mm apart. Seven days after gene delivery, the muscles were removed and subjected to analysis. Frozen muscle tissues were homogenized in ice-cold passive lysis buffer from Promega. The homogenate was centrifuged at 10,000 g for 10 min at 4°C. The supernatant was reserved for luciferase assay using Promega's dual luciferase assay kit. The luciferase activity was calculated as the ratio of firefly to Renilla (internal control) luciferase activity and represented as the average of triplicate experiments.

### Computer-based DNA sequence motif search

We used MATCH software [18] (BIOBASE GmbH, Wolfenbuettel, Germany) to investigate transcriptional binding sites in the mouse *Glut1* promoter. We investigated mouse genome in the region of -1500 to +100 relative to transcription start of *Glut1* (Chr.4 11878131(+)).

### cDNA microarray analysis

RNA was isolated from the skeletal muscle of sex- and age-matched RXRγ mice (line 4-3) and non-transgenic control mice (females at 4 months of age, five samples from each group were combined). Each of the combined samples was hybridized to the Affymetrix MG430 microarray, which contains 45,102 genes, including expressed sequence tags (ESTs), and analyzed with the software Affymetrix Gene Chip 3.1. Of the 45,102 genes including ESTs analyzed, 8,054 (non-transgenic control mice) and 8,083 (transgenic) were expressed at a substantial level (absolute call is present and average difference is above 150). 

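On the array of control mice, 8091 probe sets had a signal above 150, and on the array of RXRγ mice 8128 did. A probe set is a group of short oligonucleotides that together measure 1 transcript. The counts rest on the signal alone, because the present and absent calls were not analysed here. Both arrays had a signal above 150 at 7306 probe sets, whose log2 signals correlated across probe sets with r = 0.933, although probe sets are not independent replicates. Their median log2 ratio of RXRγ over control mice was -0.03. Of 30 ribosomal protein genes, 16 were measured, and none of them was higher or lower by 0.4 on the log2 scale (median -0.05, percentile 56.6 among random lists, lowest -0.16, highest 0.08). The ribosomal protein gene Rpl3 is not among the 16 and is named in Dataset S1, which lists increased genes only. Its signal was 2766.5 against 1075.8 in control mice (log2 ratio 1.36). Of 15 housekeeping genes, 8 were measured (median 0.01, percentile 71.4). The transferrin receptor gene Tfrc was lower, at 535.8 against 775.4 in control mice, and Ywhaz, which encodes a 14-3-3 protein, was higher, at 575.1 against 408.5. The other 6, among them Gapdh (log2 ratio -0.09) and Hprt (log2 ratio 0.07), stayed within 0.4. The signal at the 3′ end of the Gapdh transcript over that at its 5′ end, a measure of RNA degradation, was 0.815 in control mice and 0.797 in RXRγ mice. The same ratio for β-actin was 0.956 and 1.05. Other control probe sets were less even. The one for the 3′ end of 18S ribosomal RNA had a signal of 263.1 in control mice and 148.7 in RXRγ mice. Among the 3′ probe sets of the bacterial controls, BioB was far under 150 on both arrays (1.1 and 1.4). BioC had 489.9 and 431, BioDn 2076 and 2118.5, and CreX 7942.4 and 7656.4. The cause of these differences was not tested.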

In order of fold changes in gene expression levels in skeletal muscle from RXRγ mice relative to control mice, genes whose expression was increased more than 2 ^0.4^-fold in RXRγ mice were listed (Dataset S1). Fold changes were calculated as an indication of the relative change of each transcript represented on the probe array. Differentially expressed genes were identified using the following criteria; ‘absolute call’ is present, and ‘average difference’ was above 250. ‘Absolute call’, which was calculated with this software using several markers, is an indicator of the presence or absence of each gene transcript. The ‘average difference’ value is a marker of the abundance of each gene, obtained by comparing the intensity of hybridization to 20 sets of perfectly matched 25-mer oligonucleotides relative to 20 sets of mismatched oligonucleotides using Affymetrix Gene Chip 3.1 software. All data of microarray is MIAME compliant and that the raw data has been deposited in a MIAME compliant database (GEO), whose accession number is GSE28448.

### Gene Ontology Analysis

We used DAVID v6.7 [19] for gene ontology (GO) analysis. DAVID is a web application providing a comprehensive set of functional annotation tools to understand the biological meaning behind a large list of genes. Functional Annotation Clustering of DAVID was applied to the genes whose gene expression increased in RXRγ mice. Our GO analysis produced 62 GO terms from gene sets from RXRγ mice with increased expression compared to the wild-type mice, under the condition of *P*<0.05 (*P* value from Fisher's Exact Test). The obtained GO terms contained many similar functional concepts. In order to group similar GO terms, we applied the Functional Annotation Clustering tool provided by DAVID [19], [20]. Twenty-three clusters were produced with genes showing increased expression. We showed one GO term of the lowest *P* value of all the members of an individual cluster.

### Transcriptional factor binding sites analysis

We used MATCH software [18] with BKL TRANSFAC 2010.3 Release (BIOBASE GmbH, Worfenbuettel, Germany) to investigate transcriptional binding sites in the promoter regions of genes. The F-Match algorithm compares the number of sites found in a query sequence set against the background set. It is assumed, if a certain transcription factor (or factor family), alone or as a part of a *cis*-regulatory module, plays a significant role in the regulation of the considered set of promoters, then the frequency of the corresponding sites found in these sequences should be significantly higher than expected by random chance. We investigated the mouse genome in the region of -1000 to +100 relative to the transcription start of an individual gene. Statistical hypothesis testing was evaluated against housekeeping genes of mice. We investigated promoter regions of 15 genes: that is 14 ‘glucose metabolic process’ genes with increased expression in RXRγ mice, plus Glut1. In the GO analysis, Glut1 was categorized as a ‘transporter’ not ‘glucose metabolic process’ gene.

### Statistical analysis

Statistical analysis was performed using the Student's *t* test and analysis of variance (ANOVA) followed by Scheffe's test. Data were expressed as the mean ± SE. *P*<0.05 was considered statistically significant.

## Results

### Increased glucose metabolism in RXRγ mice

In our previous study, we established two lines of RXRγ mice (named lines 4-3 and 5-3) with similar expression levels of the *RXRγ* transgene and protein specifically in the skeletal muscle [9]. There was no significant difference in body weight, adipose tissue, and liver weight between RXRγ and control mice in both lines 4-3 and 5-3, although the skeletal muscle weight was slightly lower in RXRγ mice than in control mice (Tables 1 and 2). In this study, blood glucose in RXRγ mice was lower than in control mice (fasting state, *P*<0.01 in lines 4-3 and 5-3; basal state, *P*<0.05 in line 4-3 and *P* = 0.06 in line 5-3), which is consistent with our previous report [9].

**Table 1:** Body and dissected tissue weight and blood glucose level in RXRγ mice (4-3 line).

	Wild-type	RXRγ
Body weight (g)	26.4±0.3	26.5±0.4
Epididymal fat mass (g)	0.138±0.004	0.156±0.090
Gastrocnemius muscle weight (g)	0.282±0.004	0.238±0.008**
Liver weight (g)	1.290±0.029	1.321±0.033
Glucose (mg/dL) basal	170.0±9.4	145.6±4.9*
Glucose (mg/dL) fasting	74.4±1.7	67.0±0.6**

Mice were males 12 weeks of age. The number of animals used was 6 for both wild-type control and RXRγ mice.

* *P*<0.05;

** *P*<0.01, compared with wild-type control.

Values are the means ± SE. These samples were also used in Fig 2*A, B*, and *D*.

**Table 2:** Body and dissected tissue weight and blood glucose level in RXRγ mice (5-3 line).

	Wild-type	RXRγ
Body weight (g)	36.0±1.8	31.9±1.2
Epididymal fat mass (g)	1.030±0.191	0.861±0.134
Gastrocnemius muscle weight (g)	0.305±0.016	0.214±0.020**
Liver weight (g)	1.375±0.119	1.320±0.066
Glucose (mg/dL) basal	142.5±8.6	117.3±8.2
Glucose (mg/dL) fasting	67.2±1.6	53.3±2.5**

Mice were males 38 weeks of age. The number of animals used was 6 for both wild-type control and RXRγ mice.

** *P*<0.01, compared with wild-type control.

Values are the means ± SE.

To elucidate the role of the skeletal muscle RXRγ in systemic glucose metabolism, we performed glucose and insulin tolerance tests in RXRγ mice. The glucose tolerance test revealed increased glucose disposal in RXRγ mice relative to control mice (Fig. 1*A*). On the other hand, there was no significant difference in the insulin-induced hypoglycemic response between genotypes (Fig. 1*B*). These observations suggest that RXRγ mice have a higher capacity for glucose disposal with no change in insulin sensitivity.

**Figure 1:**
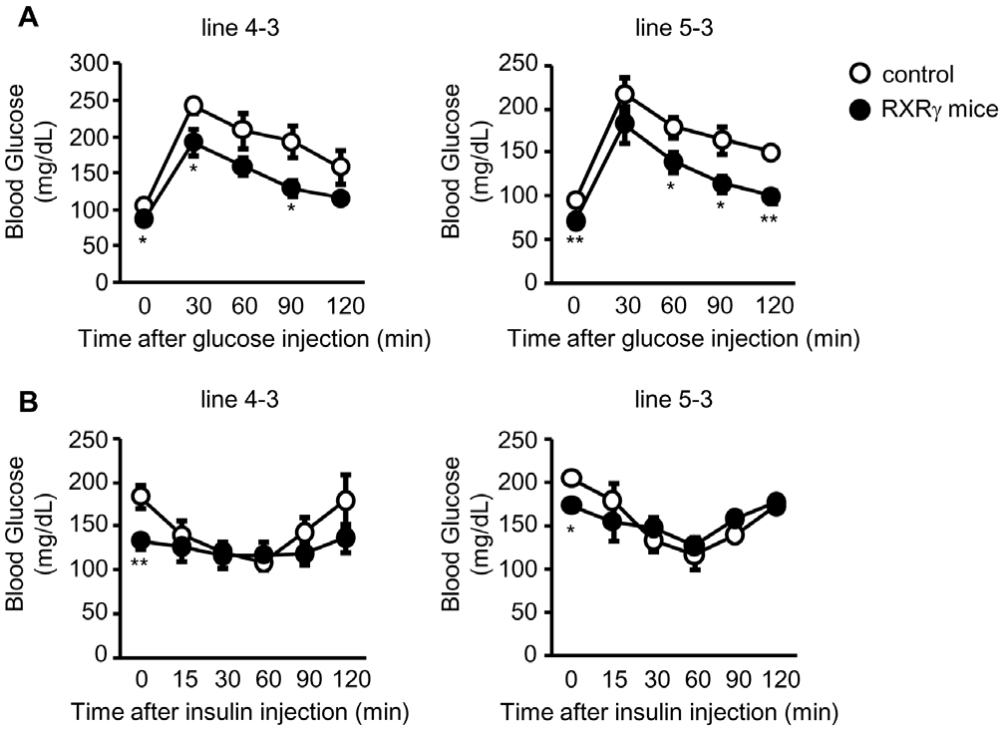
Glucose tolerance and insulin tolerance tests on RXRγ mice. (*A*, *B*) In A and B, male mice, 5 months of age, were used. The number of animals used was 6 for both control (open circles) and RXRγ (filled circles) mice of line 4-3, and 5 for both control (open circles) and RXRγ (filled circles) mice of line 5-3. * *P*<0.05 and ** *P*<0.01 compared with respective control.

### Increased Glut1 expression and glucose uptake in the skeletal muscle of RXRγ mice

As both lines of RXRγ mice showed increased glucose metabolism, for the following experiments, we only utilized the line 4-3 of RXRγ mice (hereafter just RXRγ mice). Interestingly, mRNA expression of *Glut1* was increased in the skeletal muscle from RXRγ mice relative to control mice (*P*<0.01), whereas that of *Glut4* was unchanged (Fig. 2*A*). We also observed that Glut1 is significantly increased in RXRγ mice at the protein level (*P*<0.05), with no significant difference in Glut4 between genotypes (Fig. 2*B*). Consistently, we also found increased glucose uptake in the skeletal muscle from RXRγ mice relative to control mice (*P*<0.05), which was not further enhanced in the presence of insulin (Fig. 2*C*). We also observed increased glucose glycogen content in the skeletal muscle from RXRγ mice relative to control mice (*P*<0.05, Fig. 2*D*).

**Figure 2:**
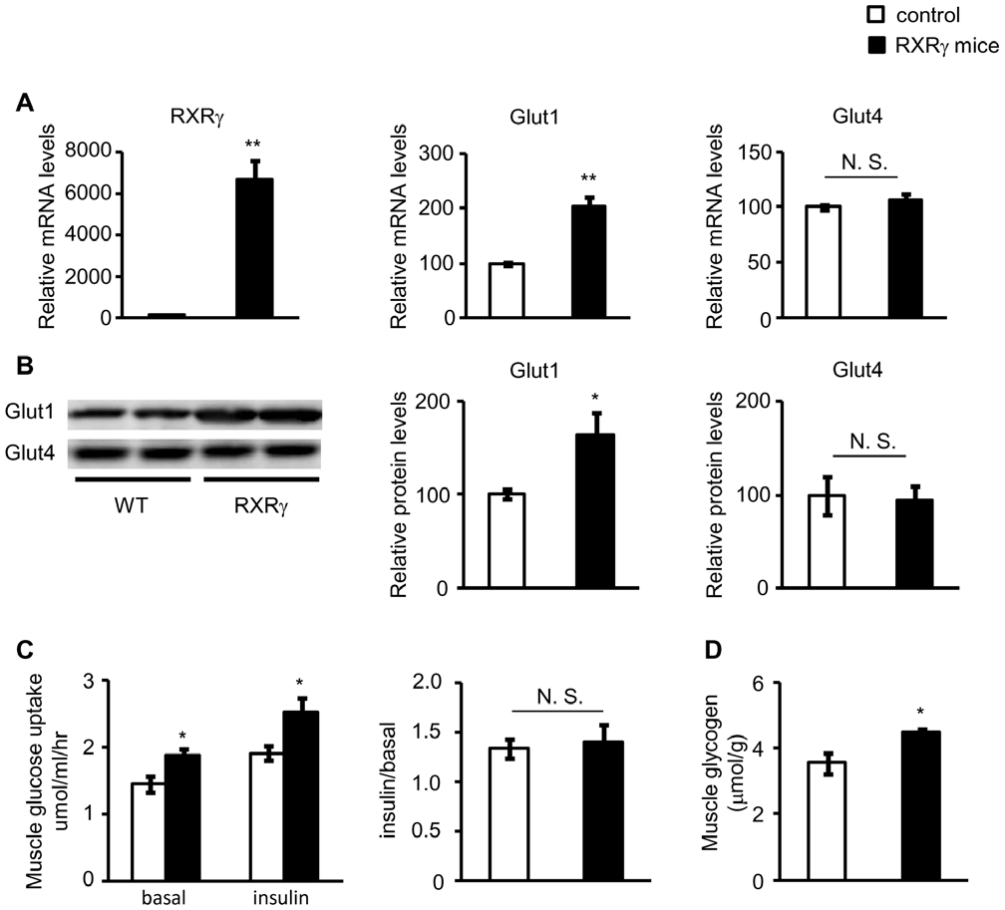
Levels of Glut 1 and Glut4, and glucose uptake in the skeletal muscle of RXRγ mice. (*A*) Gene expressions of *RXRγ*, *Glut1*, and *4* were examined by quantitative real-time PCR. The value for wild-type (littermates of line 4-3) mice was set at 100, and relative values are shown. (*B*) Protein levels of Glut1 and Glut4 were examined by Western blotting. Results of relative densitometric signal for Glut1 and 4 are shown. (*C*) Glucose uptake in the absence or presence of insulin and (*D*) glycogen content were increased in the skeletal muscle of RXRγ mice. Ratio of enhanced glucose uptake in the presence of insulin (insulin/basal) was similar in control and RXRγ mice. In *A*, *B* and *D*, the same samples were used. Mice were males of 12 weeks of age. The number of animals was 6 for both control (open bars) and RXRγ (filled bars) mice. These samples were also used in Table 1. In *C*, mice were males of 24–27 weeks of age. The number of animals was 6 for both control (open bars) and RXRγ (filled bars) mice. * *P*<0.05 and ** *P*<0.01 compared with respective control. N. S., not significant.

### Increased basal glucose disposal rate of RXRγ mice

To gain further insight into the glucose metabolism in RXRγ mice, we performed a hyperinsulinemic-euglycemic clamp study. Plasma insulin concentrations during the basal period were similar between genotypes (Table 3). The basal glucose disposal rate was significantly increased in RXRγ mice than in the controls (*P*<0.05, Fig. 3*A*), supporting that an insulin-independent increase in glucose uptake occurred, as observed in Fig. 2*C*. Meanwhile, we observed that the rate of glucose infusion needed to maintain euglycemia (glucose infusion rate) was similar between genotypes (Fig. 3*B*), which is consistent with the result of the insulin tolerance test (Fig. 1*B*). On the other hand, insulin-stimulated glucose disposal rate was higher in RXRγ mice than in the controls (*P*<0.01, Fig. 3*C*), which probably reflects the increased basal glucose disposal rate (Fig. 3*A*). Also, the clamp hepatic glucose production (hepatic glucose production during the clamp period) was higher in RXRγ mice than in the controls (*P*<0.05, Fig. 3*D*). Meanwhile, hepatic glucose production was similarly suppressed by insulin in both genotypes (Fig. 3*E*). Together, these data support the idea that Glut1, an insulin-independent glucose transporter, is involved in the increased glucose disposal in the skeletal muscle of RXRγ mice.

**Figure 3:**
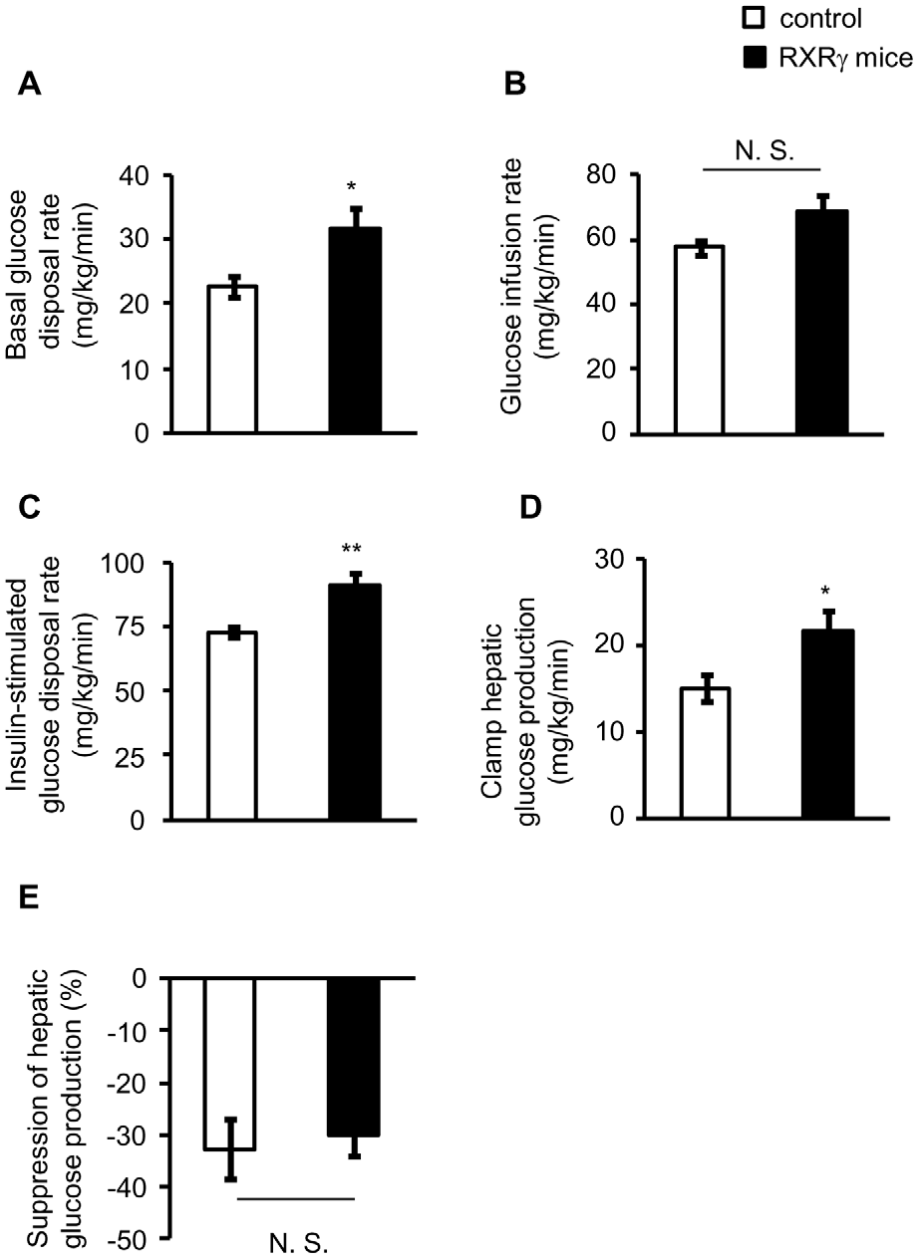
Hyperinsulinemic-euglycemic clamp test in RXRγ mice, fed a chow diet. (*A*) Basal glucose disposal rate, (*B*) glucose infusion rate needed to maintain euglycemia, (*C*) insulin-stimulated glucose disposal rate and (*D*) clamp hepatic glucose production (hepatic glucose production during the clamp period) (*E*) suppression of hepatic glucose production during the clamp period in RXRγ mice. Male mice, 13∼16 weeks of age, were used. The number of animals used was 6 for control mice (open bars) and 7 for RXRγ mice (filled bars). * *P*<0.05 and ** *P*<0.01 compared with respective control. N. S., not significant.

**Table 3:** Body weight, blood glucose and plasma insulin levels in RXRγ mice in clamp study.

		Wild-type	RXRγ
	Body weight (g)	24.1±1.2	23.4±0.3
Basal period	Glucose (mg/dL)	141.8±15.3	106.6±5.5**
	Insulin (ng/mL)	0.55±0.08	0.44±0.07
Clamp period	Glucose (mg/dL)	92.5±3.8	96.7±3.6
	Insulin (ng/mL)	2.60±0.20	2.38±0.33

Mice were males 13–16 weeks of age. The number of animals used was 6 for wild-type control mice and 7 for RXRγ mice.

* *P*<0.05, compared with wild-type control.

Values are the means ± SE. These mice were also used in Fig 3.

### Activation of the *Glut1* promoter by combination of RXRγ and PPARδ in the skeletal muscle *in vivo*

To examine whether RXRγ directly activates mRNA expression of *Glut1*, we performed the *in vivo* luciferase reporter analysis using *Glut1* promoter (*Glut1*-Luc). In this study, the activity of *Glut1*-Luc was marginally enhanced by RXRγ alone (Fig. 4*A*). Moreover, we found no significant activation of the *Glut1*-Luc by PPARδ, an important regulator of glucose as well as lipid metabolism in the skeletal muscle [7]. Interestingly, combination of RXRγ and PPARδ resulted in significant increase in *Glut1*-Luc activity in the skeletal muscle *in vivo* (*P*<0.01) (Fig. 4*A*). Motif search analysis revealed two putative PPAR-responsive elements (PPRE1 and PPRE2) (−657/−645 and −520/−508, respectively) in the mouse *Glut1* promoter. A series of deletion mutant analysis showed that combination of RXRγ and PPARδ activates the regions of −1500/+75, and −647/+75, but not the region of −152/+75 in the *Glut1* promoter (Fig. 4*B*), suggesting that the second putative PPRE (−520/−508) is involved in the RXRγ/PPARδ-induced *Glut1* promoter activation.

**Figure 4:**
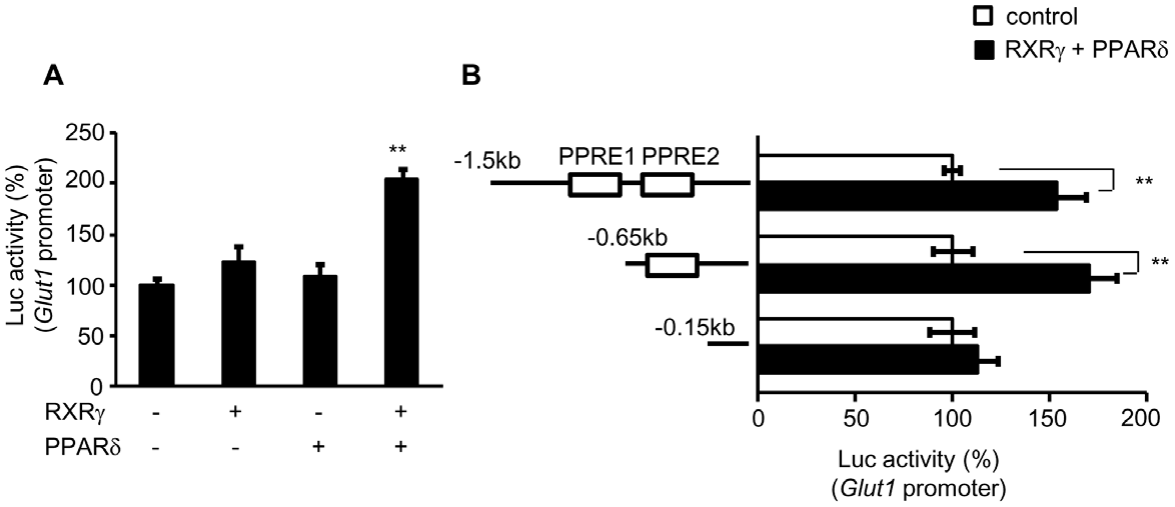
Transient transfection-reporter assay of the effect of RXRγ on *Glut1* promoter. (*A*) *Glut1*-Luc plasmid, with or without RXRγ and/or PPARδ expression vectors, was transfected into the quadriceps muscle of C57BL6 mice. Activation of the luciferase reporter gene was measured in relative light units and normalized to dual luciferase activity. Mean values from experiments (n = 5) are shown as fold induction, where the activity in the absence of RXRγ is the reference value (set at 100). (*B*) Schematic representations of serial deletion of *Glut1* promoter constructs are shown in the figure. Squares denote the putative PPAR/RXR binding sites. Open bars; *Glut1*-Luc without RXRγ and PPARδ expression vectors, and filled bars; *Glut1*-Luc with RXRγ and PPARδ expression vectors. The activity in the absence of RXRγ and PPARδ in each experiment for different *Glut1*-Luc construct in the reference value (set at 100). ** *P*<0.01, compared with the value of wild-type promoter in the absence of RXRγ/PPARδ.

### Microarray and bioinformatics analyses of up-regulated gene in RXRγ mice

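Transcripts in skeletal muscle were measured on Affymetrix MG430 arrays, which carry short oligonucleotides and are hybridized with biotin-labelled RNA in 1 colour. RNA of female RXRγ mice and of non-transgenic control mice, all at 4 months of age, was pooled within each genotype, and each pool was hybridized to 1 array. The Methods give 5 animals per pool and the sample labels give 3. The legend of Fig. 5 gives 6 animals per genotype, in samples that were also used on the arrays. With 1 array per genotype there are no replicates, so the values have no error, no test between the genotypes was possible, and the number of arrays limits the precision of each difference. The deposited values are the authors' signals from the Affymetrix software, which compares perfectly matched with mismatched oligonucleotides. They are on a linear scale and had been scaled, since the mean signal without the lowest and highest 2% of probe sets was 100.0 on both arrays. The median signal was 22.7 in control mice and 24.3 in RXRγ mice, and the highest was 15037 and 12766. Each probe set was named from the platform annotation. It gives 1 gene for 34958 probe sets and several genes for 932, while 9211 are not listed in it. From the signals, the log2 ratio of RXRγ over control mice was computed for each probe set named for 1 gene. A gene's value is the mean over its probe sets with a signal above 250 on the brighter array, which left 3780 genes on 5538 probe sets. A gene was called higher or lower in RXRγ mice when it differed by at least 0.4 on the log2 scale, the threshold of Dataset S1. Where the dimmer array was under 150, the difference is given as a lower bound, the brighter signal over 150, or for genes with several probe sets the mean log2 ratio with each signal under 150 set to 150. A gene list was compared with 10000 random lists of the same size, drawn from genes of similar signal. The percentile of its median among them describes these 2 arrays, not the genotypes. Among the 1213 genes with more than 1 such probe set, the log2 ratios of a gene's probe sets spanned a median of 0.20.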

In order to gain insight into the gene expression change in RXRγ mice, we performed microarray analysis. As shown in Dataset S1, 738 genes were up-regulated in the analysis. 

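The transgene product was higher on the array of RXRγ mice. Rxrg, which encodes RXRγ, had a signal of 9172 against 334.5 in control mice, a 27.4-fold difference. In all, 636 of 3780 genes were higher in RXRγ mice and 760 were lower, and 3 more had probe sets beyond the threshold in both directions. After Rxrg, the largest increases among genes above 150 on both arrays, counting only those that the platform annotation names for a probe set alone, were those of the imprinted non-coding RNA Meg3 (4569.8 against 190.0, with 6 probe sets between 3.62 and 5.33 on the log2 scale) and of the aminopeptidase gene Enpep (2433 against 157.2). Mss51 (6.98-fold), Mustn1 (6.52-fold), the lipogenic gene Thrsp (6.36-fold), the carbonic anhydrase gene Car14 (5.86-fold), the phospholipase C gene Plcb4 (5.85-fold), Msrb1 (4.92-fold) and the calcineurin regulator Rcan1 (4.81-fold) followed. Other genes were under 150 in control mice. Myh8, the perinatal myosin heavy chain, had a signal of 9705 against 53.8 and was at least 64.7-fold higher. Lsp1 was at least 21.5-fold, Cbr2 at least 16.4-fold, Atp1b4 at least 12.9-fold and Rian, a non-coding RNA of the same imprinted locus as Meg3, at least 10.2-fold higher.
The largest decrease among genes counted in the same way was that of Myh7, the slow myosin heavy chain, with a signal of 303.2 against 1754 (5.79-fold). Lower by 4.06- to 5.04-fold were the retinaldehyde dehydrogenase gene Aldh1a1 (198.9 against 1003), Gpcpd1, Asb14, the atrophy-related ubiquitin ligase gene Fbxo32, Mllt3, Ky, Mylk4, the glucose-6-phosphate transporter gene Slc37a4 and Tnnt1, the slow troponin T. The 3 probe sets of Fbxo32 ran from -2.98 to -0.67. Some probe sets of Gpcpd1 and Mllt3 were under 150 in RXRγ mice, so the folds of these genes rest partly on signals too low for a fold. With a floor of 150 the log2 ratios of Gpcpd1 and Mllt3 were -1.86 and -1.59. Under 150 in RXRγ mice were Myl3, a slow myosin light chain (23.2 against 1747, a log2 ratio of -3.35 with its probe sets at a floor of 150), and Pla2g7, Clu, Cacng1 and Chac1, each at least 4.07- to 4.58-fold lower. Without a signal filter the log2 ratios of Meg3, Thrsp and Plcb4 were 3.57, 1.00 and 1.06. With a floor of 150 that of Meg3 was 4.01. Without the probe sets whose names end in _x_at or _s_at, the log2 ratio of Clu was -1.45. The counts, and the direction with more genes, depend on the processing: requiring a signal above 250 on both arrays left 371 genes higher and 501 lower, and more than 500 on the brighter array left 340 and 438, while there were 5208 and 4114 without a filter, 191 and 155 at a threshold of 1 and 700 and 689 with intensity-dependent centring.

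**Figure D1:**
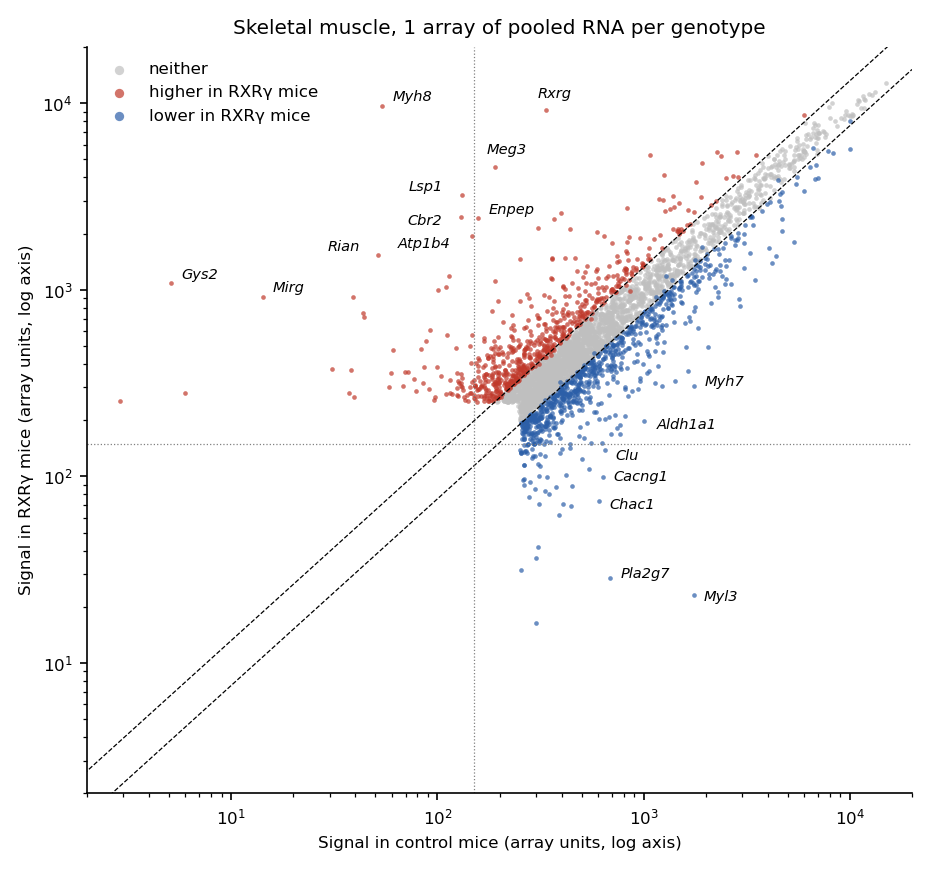
Signal of each gene in RXRγ mice against control mice, both on log axes in array units, 1 point per gene. Red points are the 636 genes higher in RXRγ mice, blue points the 760 lower and grey points the rest, dashed lines mark a log2 ratio of 0.4 in either direction and dotted lines a signal of 150; Rxrg and Myh8 lie far above the dashed lines with signals of 9172 and 9705, and Myl3 lies at 23.2 in RXRγ mice.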

As expected, Glut1 expression was increased in the microarray data. Also, SREBP1c expression, which we previously reported [9], was increased in the microarray data. 

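Slc2a1, which encodes Glut1, was higher in RXRγ mice at both of its probe sets above 250. Their signals were 702.8 against 148.1 in control mice and 438.3 against 73.5, log2 ratios of 2.25 and 2.58. The mean signal in control mice (110.8) lay under 150, and with both probe sets at a floor of 150 the log2 ratio was 1.89, which is a lower bound. Its remaining probe set did not reach 250 and had a signal of 225.5 against 64.3. Slc2a4, the insulin-regulated transporter Glut4, had a mean signal of 2249 against 1742 in control mice. Its log2 ratio of 0.37 was under the threshold of 0.4, with 0.36 and 0.39 at its 2 probe sets, but under the 3 other scalings it passed the threshold (0.40 to 0.44). The 10 other glucose transporter genes listed did not reach a signal of 250 on either array. The highest of these was Slc2a12, with 107.8 in RXRγ mice and 117.3 in control mice.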

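Srebf1 was 3.47-fold higher in RXRγ mice, with a signal of 867.3 against 249.9 in control mice. It has 1 probe set above 250, named for the gene as a whole, which also encodes SREBP1a. Srebf1 belongs to a list of 11 target genes of LXR, a nuclear receptor that binds DNA as a heterodimer with RXR. Of the 7 that were measured, 4 were higher and none was lower, with a median log2 ratio of 0.54 (percentile 99.7 among random lists). The apolipoprotein genes Apod (1297 against 595.9) and Apoe (443.9 against 305.0) and the cholesterol transporter gene Abca1 (534.6 against 350.7) were the others. Lpl, Mylip and Pltp had log2 ratios of -0.22, -0.20 and -0.08.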

Using the data, we performed GO analysis to determine if genes, up-regulated in RXRγ mice, are associated with particular biological processes. 

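Of 25 genes of fatty acid and triglyceride synthesis, 15 were measured, 9 were higher in RXRγ mice and 2 were lower, with a median log2 ratio of 0.72 (percentile 100 among random lists). Scd2, a stearoyl-CoA desaturase, had a signal of 621.1 against 226.9 in control mice, and fatty acid synthase (Fasn) had 1241 against 519.7. Acss2, Acly and Acaca, which supply acetyl-CoA and malonyl-CoA, had log2 ratios of 1.11, 1.04 and 0.72. The 2 lower genes were Gpam, the first enzyme of glycerolipid synthesis (770.4 against 1751), and malic enzyme (Me1, log2 ratio -0.44), and Lpin1, a later enzyme of triglyceride synthesis, had a log2 ratio of -0.18. Of 23 genes of cholesterol synthesis, 3 were measured, and they went both ways: Sc5d was higher (log2 ratio 0.46), Fdft1, which encodes squalene synthase, was lower (202.5 against 646.2), and Hmgcs1 had a log2 ratio of -0.06.
The glucose pathways went both ways. Of 13 measured glycolysis genes, 1 was higher and 2 were lower, with a median log2 ratio of -0.11 (percentile 36.0). Hexokinase 2 (Hk2) had a signal of 1068 against 2479 and Pfkfb3, which makes the activator of phosphofructokinase, 578.5 against 1180, while Pfkm, Aldoa and Eno3 had log2 ratios of -0.08, -0.11 and -0.14 and Tpi1 and Pgk1 had 0.27 and 0.19. The higher gene was Pgam1, and Gpi1, which the platform annotation does not list, is not in the count. Of 16 measured genes of glycogen metabolism, 4 were higher and 5 were lower, with a median of -0.12 (percentile 28.0). The glycogen-binding protein gene Stbd1 was higher, at 1153 against 357.1. Ppp1r3c, which targets protein phosphatase to glycogen, was lower, at 1669 against 4064, as was the phosphorylase kinase gene Phka1 (log2 ratio -0.63). The remaining lower genes were Gaa, Gsk3b and Gsk3a, with log2 ratios of -0.72, -0.53 and -0.49. The list does not separate synthesis from breakdown, so its counts and median give no direction of glycogen storage. Of 10 measured genes of pyruvate dehydrogenase and its kinases, none was higher and 2 were lower (median 0.09, percentile 88.2). They were Dlat (log2 ratio -0.43) and the kinase gene Pdk4, at 1811 against 5362. Of 4 measured pentose phosphate pathway genes, 2 were higher and 1 was lower (median 0.32, percentile 90.9): transketolase (Tkt) had a log2 ratio of 0.59 and Rpia one of -0.81. With a signal above 250 required on both arrays, 5 fatty acid synthesis genes were higher and the median of the list was 0.39, and without a filter the median was 0.35.

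**Figure D2:**
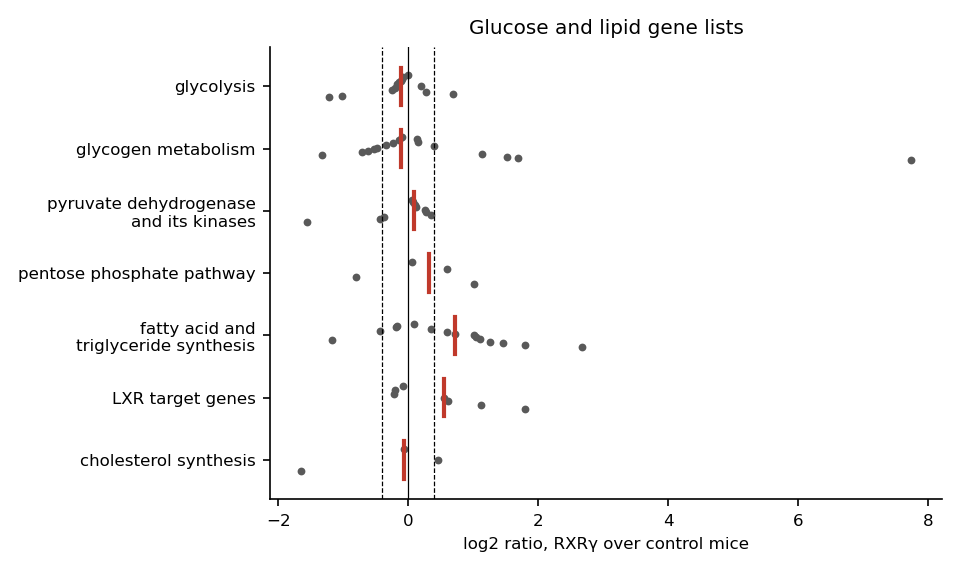
log2 ratio of RXRγ over control mice for the measured members of 7 gene lists, 1 grey point per gene, spread vertically only for legibility. Red bars are the list medians, and dashed lines mark 0.4 in either direction; the medians of fatty acid and triglyceride synthesis (0.72) and of LXR target genes (0.54) lie beyond it, and the point furthest to the right is Gys2 (7.74), whose signal in control mice is too low for a fold.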

Our GO analysis revealed genes with increased expression in the RXRγ mice in various categories (Table 4), including ‘glucose metabolic process’ genes and ‘fatty acid biosynthetic process’ genes, which indicated that overexpression of RXRγ affects the expression of many genes. 

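Of the 16 genes that the paper assigns to glucose metabolism, 13 were higher in RXRγ mice by at least 0.4 on the log2 scale and none was lower, with a median log2 ratio of 1.07. The study chose these genes as increased on the same arrays, so neither the count nor the median is independent evidence of their direction. Phkb, the β subunit of phosphorylase kinase, had a signal of 5236 against 2382 in control mice, and the glycogen branching enzyme (Gbe1) had 935.7 against 327.5. Bpgm, which encodes bisphosphoglycerate mutase, had a mean of 1176 against 510.6 over 3 probe sets, with log2 ratios from 1.12 to 1.30. Pgd, of the pentose phosphate pathway, had 340.7 against 167.7. Igf2, an insulin-like growth factor, had 559.9 against 196.1. Dcxr, an enzyme of xylulose metabolism, and the stress-induced transcription factor gene Atf3 were under 150 in control mice and were at least 3.53-fold and at least 2.40-fold higher. Nisch and Gpd1l had log2 ratios of 0.49 and 0.46. Mat2b and Pgm2l1 lay under the threshold, with log2 ratios of 0.37 and 0.39. Without the signal filter, the log2 ratio was 0.32 for Igf2 and 0.29 for Nisch. With a signal above 250 required on both arrays, 7 of the genes were higher, and under median scaling or intensity-dependent centring 15 were.

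**Figure D3:**
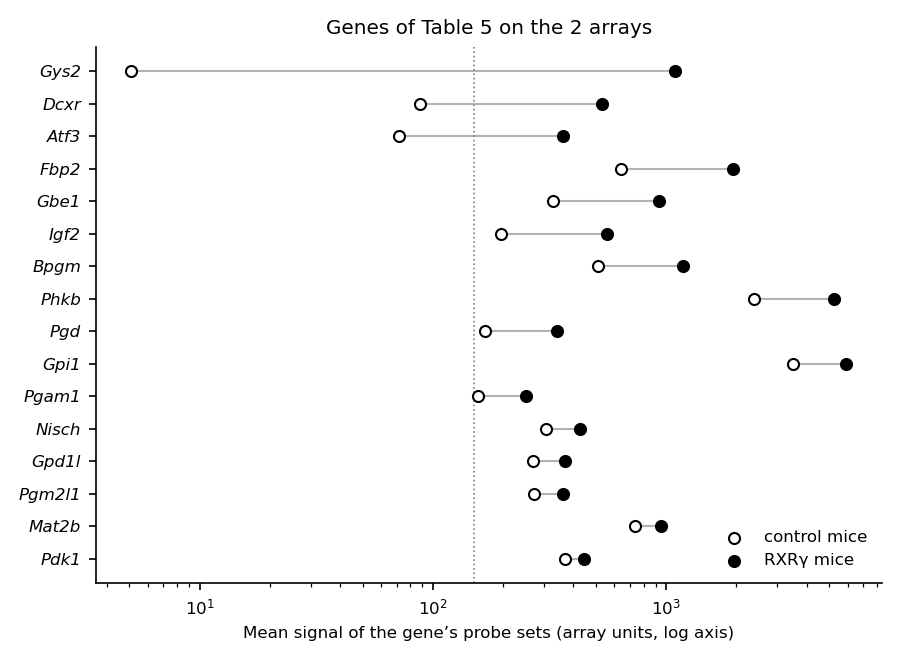
Mean signal of the probe sets of each of the 16 genes in control mice (open circles) and RXRγ mice (filled circles), on a log axis in array units, 1 array per genotype. The dotted line marks a signal of 150, under which Gys2, Dcxr and Atf3 lie in control mice; every filled circle lies to the right of its open circle, by least for Pdk1.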

The up-regulated genes categorized as glucose metabolism genes in GO term are listed in Table 5. Among them, we confirmed enhanced gene expression by quantitative real time PCR (Fig. 5), supporting the microarray data reliable. Moreover, we calculated the ratio of putative transcription factor binding motifs in glucose metabolism genes, which were up-regulated in RXRγ mice. 

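On the arrays, 4 of the 5 glucose metabolism genes in Fig. 5 were higher in RXRγ mice. Gys2, which encodes glycogen synthase 2, had a signal of 1091 against 5.1 in control mice, where it was under 150, and was at least 7.27-fold higher. Fbp2, the muscle fructose bisphosphatase, had 1943 and was 3.04-fold higher. The mean signal of Gpi1, glucose phosphate isomerase, was 5913 against 3479 (1.70-fold). Its 3 probe sets had log2 ratios from 0.73 to 0.80, and they are named by Dataset S1, since the platform annotation does not list them. Pgam1, a phosphoglycerate mutase, had 251.5 against 155.9 (1.61-fold), close to the filter of 250 and to the level of 150. Pdk1, pyruvate dehydrogenase kinase 1, had a mean signal of 443.9 against 370.2 over 2 probe sets, and its log2 ratio of 0.26 was under the threshold. The paper takes the increased expression of these genes in quantitative real time PCR as a sign that the microarray data are reliable.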

In the sample, several motifs showed statistical significance (Table 6) (*P*<0.05), including PPAR responsive elements. These data suggest that glucose metabolism genes up-regulated in RXRγ mice are possible target genes of the RXRγ and PPAR heterodimer.

**Figure 5:**
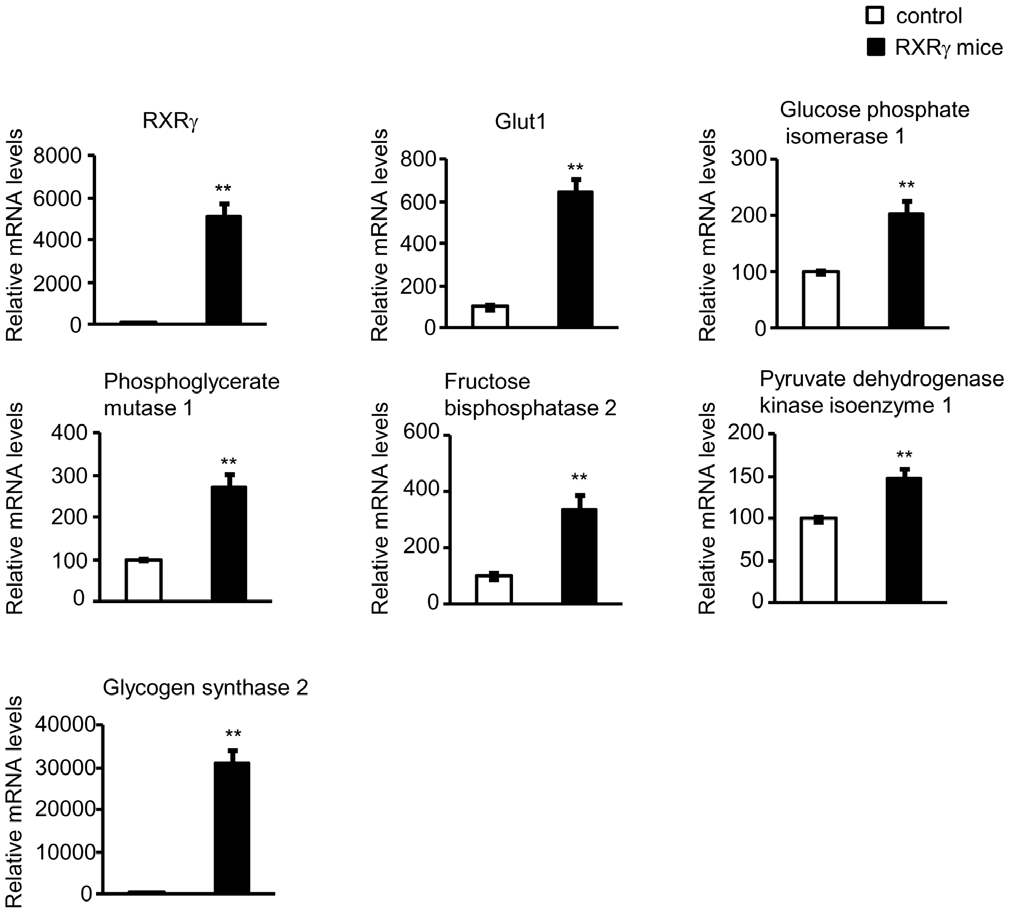
Levels of ‘glucose metabolic process’ gene expression in the skeletal muscle of RXRγ mice. Representative gene expressions of ‘glucose metabolic process genes’ analyzed by microarray and GO analysis (Table 5) were examined by quantitative real-time PCR. The value for wild-type (littermates of line 4-3) mice was set at 100, and relative values are shown. Mice were females of 4 months of age. The number of animals was 6 for both control (open bars) and RXRγ (filled bars) mice. These samples were also used in microarray analysis (Dataset S1). * *P*<0.05 and ** *P*<0.01 compared with respective control. N. S., not significant.

**Table 4:** Gene Ontology Analysis.

GO ID	GO Term	P value
GO:0060537	muscle tissue development	6.91E-05
GO:0006461	protein complex assembly	6.78E-05
GO:0008104	protein localization	1.18E-04
GO:0051146	striated muscle cell differentiation	6.06E-04
GO:0030334	regulation of cell migration	8.04E-04
GO:0006886	intracellular protein transport	0.002367379
GO:0019220	regulation of phosphate metabolic process	0.00312153
GO:0048514	blood vessel morphogenesis	0.00172443
GO:0045859	regulation of protein kinase activity	0.00563927
GO:0006915	apoptosis	0.007513423
GO:0006006	glucose metabolic process	0.002958786
GO:0006917	induction of apoptosis	0.005257921
GO:0042981	regulation of apoptosis	0.014518039
GO:0043066	negative regulation of apoptosis	0.022995692
GO:0006633	fatty acid biosynthetic process	0.012664127
GO:0032956	regulation of actin cytoskeleton organization	0.027565775
GO:0043388	positive regulation of DNA binding	0.021966247
GO:0006469	negative regulation of protein kinase activity	0.045894089
GO:0016477	cell migration	0.045248711
GO:0030521	androgen receptor signaling pathway	0.027402985
GO:0055003	cardiac myofibril assembly	0.020081231
GO:0000165	MAPKKK cascade	0.032045331
GO:0046825	regulation of protein export from nucleus	0.027402985

738 genes up-regulated in RXRγ mice compared with wild-type mice by microarray (Listed in Dataset S1) were classified into GO functional annotations, as described in Methods.

**Table 5:** List of ‘glucose metabolic process’ genes.

Gene Symbol	Gene description
Atf3	Activating transcription factor 3
Bpgm	2-3-bisphosphoglycerate mutase
Dcxr	Dicarbonyl L-xylulose reductase
Fbp2	Fructose bisphosphatase 2
Gbe1	Glucan branching enzyme 1
Gpd1l	Glycerol-3-phosphate dehydrogenase 1-like
Gpi1	Glucose phosphate isomerase 1
Gys2	Glycogen synthase 2
Igf2	Insulin-like growth factor 2
Mat2b	Methionine adenosyltransferase II, beta
Nisch	Nischarin; an imidazoline receptor
Pdk1	Pyruvate dehydrogenase kinase isoenzyme 1
Pgam1	Phosphoglycerate mutase 1
Pgd	Phosphogluconate dehydrogenase
Pgm2l1	Phosphoglucomutase 2-like 1
Phkb	Phosphorylase kinase beta

Up-regulated genes in RXRγ mice in the microarray, classified as ‘glucose metabolic process’ genes by GO analysis, as described in Method. Genes are listed in alphabetic order of gene symbol. Glut1, which appeared in the up-regulated list in the microarray (Dataset S1), is not included in this list, as it was classified ‘transporter’ in the GO analysis.

**Table 6:** Possible transcription factor binding sites in the ‘glucose metabolic process’ gene up-regulated in RXRγ mice.

Transcription factors	Matrix name	P-value
WT1, WT1 -KTS, WT1 I, WT1 I -KTS	WT1_Q6	6.98E-04
HNF-4, HNF-4alpha	HNF4ALPHA_Q6	0.0013
PPARalpha	PPARA_01	0.0017
c-Myb, c-Myb-isoform1	VMYB_02	0.0026
PPARalpha, PPARdelta, PPARgamma	PPAR_DR1_Q2	0.003
CART1, CART1, CART1	CART1_01	0.0036
COUP-TF1, COUP-TF2, HNF-4, HNF-4alpha	COUP_DR1_Q6	0.0036
CP2, CP2-isoform1	CP2_02	0.0055
NRF1-isoform1, NRF1-isoform2, NRF1-xbb1	TCF11_01	0.0057
SZF1	SZF11_01	0.0057
PPARgamma	PPARG_01	0.0057
COUP-TF1, COUP-TF2, HNF-4, HNF-4alpha, HNF4gamma	DR1_Q3	0.0057
BRCA1, BRCA1	BRCA_01	0.0065
HNF-3beta	HNF3B_01	0.007
Pax-2b, pax2	PAX2_01	0.007
C/EBPalpha, C/EBPbeta(LAP), C/EBPbeta(p20), C/EBPbeta(p20), C/EBPbeta(p34), C/EBPbeta(p35), C/EBPgamma, cebpe, CRP3, NF-IL6-1, NF-IL6-3	CEBP_Q3	0.007
MITF, MITF-M1, tcfec, TFEA, TFEA-xbb1, TFEA-xbb2, tfeb, tfeb-isoform1	TFE_Q6	0.007
AP-2alpha, AP-2beta, AP-2gamma	AP2_Q6_01	0.0077
Pax-4a, Pax-4c, Pax-4d, Pax4	PAX4_04	0.0079
c-Myc, deltaMax, max, max-isoform1, max-isoform2, N-Myc	MYCMAX_03	0.0093

The mouse genome in the region of −1000 to +100 relative to the transcription start of an individual gene classified as glucose metabolism gene by GO analysis (Table 5), was analyzed. Statistical hypothesis testing was evaluated against housekeeping genes of mice. Matrics names are based on the MATCH software (see **Methods**), which are listed in *P*-value order. Indicated binding sites of transcription factors appeared significantly more frequent occurrence in the promoter sets.

## Discussion

RXRγ is a nuclear receptor-type transcription factor that is expressed abundantly in the skeletal muscle and is regulated by nutritional conditions. Treatment of obese and diabetic mice with RXR pan-agonists (agonists for all the RXR isoforms) has improved glucose metabolism in mice [21]–[23], suggesting the beneficial effect of RXR on diabetes. However, which RXR isoform(s) are involved and where they work to improve diabetes has not been addressed. Here, we investigated glucose metabolism in RXRγ mice.

We demonstrated increased glucose metabolism in RXRγ mice relative to control mice, although there was no significant difference in the insulin-induced hypoglycemic effect between genotypes, based on insulin tolerance test and glucose clamp analysis. Because insulin level is similar between RXRγ mice and control mice, it is unlikely that increased insulin secretion is responsible for increased glucose tolerance in RXRγ mice. On the other hand, mRNA and protein expression of Glut1 is increased in the skeletal muscle from RXRγ mice relative to control mice, with increased glucose uptake and glycogen content. Because transgenic overexpression of Glut1 in the skeletal muscle has resulted in increased glucose uptake [24], glycogen content [25] and lowering of blood glucose [24], it is likely that enhanced glucose tolerance in RXRγ mice is mediated at least in part by increased Glut1 in the skeletal muscle.

As RXRγ is a nuclear receptor-type transcription factor that heterodimerizes with many nuclear receptors [6], we examined whether the *Glut1* gene is directly regulated by RXRγ. In an *in vivo* luciferase reporter analysis, combination of RXRγ and PPARδ activates the *Glut1* promoter activity, which is diminished by deletion of the putative PPREs. It is, therefore, RXRγ/PPARδ may activate *Glut1* expression in the skeletal muscle *in vivo*. In this regard, we found that overexpression of RXRγ or PPARδ alone or both in C2C12 myocytes *in vitro* does not induce *Glut1* gene expression (unpublished data). This may be because C2C12 cells lack other factor(s) that are present in the skeletal muscle *in vitro* and are required to activate *Glut1* transcription. Whether the increased *Glut1* gene in RXRγ mice is mediated by RXRγ/PPARδ should be confirmed by additional experiments using PPARδ knockout mice. Meanwhile, the transgene expression level in RXRγ mice was very high, and appeared to be beyond the physiological level. Nonetheless, if RXRγ can be enhanced in skeletal muscle, an increase in glucose metabolism can be expected.

We recently demonstrated that in addition to glycogen content, RXRγ mice exhibit increased triglyceride in the skeletal muscle as a result of increased SREBP1c gene expression [9]. In obese and diabetic subjects, intramuscular lipid is high with insulin resistance [26]. Moreover, in athletes, the skeletal muscle is also high in lipid but with high insulin sensitivity, which is known as the athlete paradox [27], [28]. A partial explanation is an increased fatty acid load in obese and diabetic subjects, but not in athletes; increased intramuscular lipotoxic fatty acid metabolites, such as diacylglycerol and ceramide, cause insulin resistance in skeletal muscles [29], [30]. Taken together with our previous report [9], this study demonstrates that RXRγ mice do not develop insulin resistance despite high intramuscular lipids, and appear to be protected against obesity-induced lipotoxicity in the skeletal muscle. Depositing glucose as both glycogen and triglycerides in the skeletal muscle may be effective in enhancing glucose metabolism.

Microarray analysis showed that various genes are up-regulated in the skeletal muscle of RXRγ mice. As RXRγ can heterodimerize several nuclear receptors, it is not surprising that expression of many genes was up-regulated by RXRγ overexpression. Concerning glucose metabolism genes, in the skeletal muscle of RXRγ mice, the expression levels of genes, such as glucose phosphate isomerase 1 and phosphoglycerate mutase 1 (stimulate glycolysis or gluconeogenesis), fructose bisphosphatase 2 (stimulates gluconeogenesis), pyruvate dehydrogenase kinase isoenzyme 1 (suppresses glycolysis), glycogen synthase 2 (stimulates glycogen synthesis)[31], [32], were markedly increased (Fig. 5), suggesting the anabolic reaction of glucose. This is consistent with the observation that the glycogen content of skeletal muscle is higher in RXRγ mice (Fig. 2C). It is of note that glycogen synthase 2 is a liver-type enzyme, not a skeletal muscle-type enzyme [32]. In addition, usually, gluconeogenesis is not considered to be a major metabolic pathway in skeletal muscle. 

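Gys1, the muscle-type glycogen synthase, had a mean signal of 758.2 in RXRγ mice and 673.8 in control mice. Its log2 ratio was 0.14, with 0.24 and 0.05 at its 2 probe sets. Of 13 genes of hepatocytes listed besides Gys2, 2 had no probe set named for them alone, and of the rest only Cyp2e1 reached a signal of 250, and it was lower in RXRγ mice (288.5 against 509.3). Albumin (Alb) had a signal of 51.8 in RXRγ mice and 59.0 in control mice. For the apolipoprotein gene Apoa2 these were 33.7 and 20.7. The highest of the probe sets of Apoa1 and of transthyretin (Ttr) were at 8.8 and 15.3 in RXRγ mice.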

Chronic transgenic overexpression of RXRγ may have caused a super-physiological gene expression change in the skeletal muscle. Meanwhile, our bioinformatics analysis showed that glucose metabolism genes up-regulated in RXRγ mice contain several transcription factor binding motifs including PPRE in their promoter region. These observations support the concept that the RXRγ/PPAR heterodimer contributes to activation of these gene sets, although this needs to be confirmed by further experiments.

In summary, we demonstrated enhanced glucose metabolism with increased Glut1 expression and glucose uptake in RXRγ mice. This study suggested that activation of the skeletal muscle RXRγ is a novel therapeutic strategy to treat or prevent type 2 diabetes.

## Supporting Information

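Dataset S1 gives a symbol, a description, the probe sets and a fold change for each of 738 entries, and the fold change is written as a power of 2, so that 1 stands for a doubling. The entries list 992 different probe sets, and 34 entries share a probe set with another. Every listed probe set had a signal of at least 251.5 on the array of RXRγ mice, while 363 had 250 or less on the array of control mice. The mean log2 ratio over the listed probe sets was at least 0.4 in 635 entries and between 0.10 and 0.4 in the other 103. The paper's fold changes run from 0.4 to 7.7, the highest being that of Gys2, whose signal in control mice allows only a bound. Across the 738 entries they correlated with these log2 ratios with Pearson's r = 0.984 and Spearman's rho = 0.911, although genes are not independent replicates. In 653 entries the 2 values lay within 0.2, and in 9 they were more than 0.5 apart. The symbol of 1 entry is the number 40604, and its probe set is named Marchf2 in the platform annotation.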

Dataset S1 **List of genes up-regulated in RXRγ mice compared with wild-type control mice by microarray.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

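Skeletal muscle RNA of female RXRγ mice (line 4-3) and of non-transgenic control mice at 4 months of age was pooled within each genotype and hybridized to 1 Affymetrix MG430 array per genotype. The number of animals in a pool is 5 in the Methods and 3 in the sample labels, and Fig. 5 gives 6 per genotype. The series analysed carries another number than the one given in the Methods, and its labels describe the same genotypes, sex and age. The authors made the deposited probe set signals with the Affymetrix Gene Chip software, which the Methods describe as the difference between perfectly matched and mismatched oligonucleotides. The deposited intensity values are linear, none of the 45101 values per array is below 0, and the trimmed mean, without 2% of probe sets at each end, is 100.0 on both arrays. The algorithm behind the scaling is not given in the sources used here. The present and absent calls, which are part of the paper's criteria, were not analysed here, and no other per-sample values were used.

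Probe sets were named from the platform annotation through a single gene symbol, which holds for 34958 of them; 932 name several genes and 9211 are not listed, and neither kind was used for gene values. Among the 6112 probe sets above 250 on the brighter array these numbers are 5538, 295 and 279. Gpi1 is an exception, since the annotation does not list its probe sets, and Dataset S1 names them. The neighbours of a gene were taken from the RefSeq annotation of GRCm38.p6. Since the files name no genome build, no coordinates are given.

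For each probe set, the log2 ratio of RXRγ over control mice was computed from the deposited signals, without a pseudocount. A probe set with a signal of 0 on either array has no ratio. A gene's value is the mean log2 ratio of its probe sets above 250 on the brighter array, and its signals are the means of the same probe sets. A gene was counted as higher or lower at 0.4 on the log2 scale, and as neither where its probe sets passed the threshold in both directions. Of the signals of a gene, those under 150 were taken as too low for a fold, and the difference was then given as at least the brighter signal over 150, or for genes with several probe sets as the mean log2 ratio with each signal under 150 set to 150. With 1 array per genotype there are no replicates, no p-values were computed, and precision is limited by the number of arrays.

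Gene lists, alternatives and the rule for the genes named were set before the deposited signals were examined. The genes in Table 5 and the values in Dataset S1 had been seen by then. Dataset S1 comes from the same arrays, so counts and percentiles of lists with members in it are not independent evidence of direction. The genes named are those the paper names for these arrays; the 10 largest increases and the 10 largest decreases among genes above 150 on both arrays whose probe sets all go that way; up to 5 genes per direction with the brightest signal among those at least 4-fold different and under 150 on the dimmer array; and up to 4 members of each list with the largest change. Further members, named beside these to show the rest of a list, were chosen after their values were seen. Ppard, which the rule includes, did not reach a signal of 250. The median of a list with at least 3 measured members was placed among the medians of 10000 random lists of the same size, drawn from genes of the same 10 bins of mean signal. The steps were tested on data simulated from the control array, with known log2 changes of 1 or -1. Of the changed genes 100% were called, and of the unchanged genes 0.66%. Because the deposited data have no replicates, this test does not give the share of false calls on the 2 arrays.

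Alternatives changed 1 choice at a time: median scaling, quantile normalization and an intensity-dependent centring by loess (limma 3.58.1 in R 4.3.3), a pseudocount of 32, a floor of 150, a signal above 150 or above 500 on the brighter array, above 250 on both arrays or no filter, the brightest probe set of each gene, leaving out probe sets whose names end in _x_at or _s_at, a threshold of 1, counting probe sets, and expression levels of 100 and 250. With no replicates, a log2 ratio was taken as moved when it changed by at least a factor of 1.5. All other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.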

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

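The tests of slow-fibre genes against scaling and against a smaller share of slow muscle were chosen after the result was seen; the other tests had been set before their results were seen, that of the neighbours of Myl3 after all gene values had been computed but before its median was. Slow-fibre genes were themselves chosen as a pattern after the values were seen, in place of MHC genes. Tests of MHC genes had been set and are not weighed here. They concerned genes outside the H2 complex, the chromosome region of H2-K1, and macrophage genes. Outside that region, B2m, Cd74, Igtp and Ifitm3 had log2 ratios of 1.08, 0.84, 0.73 and 0.47, and Iigp1 was at least 2.35-fold higher. The 3 measured macrophage and leukocyte genes had a median log2 ratio of 0.24. No spread was set against these values, so no conclusion is drawn from them. The gene lists were set after Dataset S1, which holds genes increased on these arrays, had been seen. For the neighbours of Meg3 the criterion was also changed after the result was seen: a median under 0.4 had been set beforehand and was met, but by less than the SD, which would have left the question open, and the rise of the locus itself was then taken as the measure.

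The paper lists increased genes, and it does not report the 760 genes that were lower in RXRγ mice. Nor does it discuss Meg3 (log2 ratio 4.67), Myh8 (7.49), Myl3 (-6.47) or the MHC gene H2-K1 (1.69), whose signals moved away from those of control mice. For Myh8 and Myl3, under 150 on 1 array, these log2 ratios are not bounds and depend on signals too low for a fold. Some probe sets of Meg3 were also under 150 in control mice, and with a floor of 150 its log2 ratio was 4.01.

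Of 15 measured genes of slow muscle fibres, 10 were lower and 2, Actn2 and Casq2, were higher, with a median log2 ratio of -0.72 (percentile 0 among random lists), and without Myl3, a list chosen after the values were seen, the median was -0.71. Scaling does not account for it, since the median stayed at -0.67 or lower under the 3 other scalings. The slow contractile genes Myh7, Tnnt1, Myl2, Tnni1 and Tnnc1 were all lower, the least of them by a log2 ratio of -1.55, and a smaller share of slow muscle in the RXRγ pool cannot be told apart from an effect of the genotype on them, because each genotype is 1 pool and the muscle taken is not known. For Myl3 a share that lowers all slow contractile genes alike falls short. Even with its probe sets at a floor of 150, Myl3 lay 0.82 below the lowest of these genes on the log2 scale. The SD among these genes was 0.41. This does not exclude a smaller share. Myl3 was the most changed gene of the list, and the comparison was chosen after the values were seen. The 20 nearest measured genes had a median of 0.089 (SD 0.38), with 3 higher and 3 lower, which argues against a change of the chromosome region that lowers all of them. The first measured gene after Myl3, Lrrc2, had the lowest log2 ratio of the 20 (-0.63), and the first before it, Ccdc12, had 0.26. An insertion or variant in Myl3 alone, or one that reaches only its closest neighbours, was not tested.

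Meg3, Rian and Mirg, non-coding RNAs of the imprinted Dlk1-Dio3 locus, were higher at each of their 9 probe sets above 250. Of 7 genes in the list 3 were measured, with a median log2 ratio of 4.92 (percentile 100), and 3.34 with a floor of 150. All 3 are in Dataset S1, which had been seen before the list was set, so the percentile is not independent evidence of a rise. Mirg was at 919.5 against 14.2 in control mice (at least 6.13-fold). The nearest 20 measured genes outside the locus had a median log2 ratio of 0.18 (SD 0.89, lowest -2.69, highest 1.37), with 4 higher and 3 lower, which argues against an insertion that raises all of them by about as much as Meg3, but not against a smaller effect or one on the locus alone. A general rise of imprinted genes stays open. Of 8 other measured imprinted genes, 4 were higher (median 0.72, percentile 100.0), led by Cdkn1c, Igf2, Peg3 and Plagl1. H19, which is outside this count and is named in Dataset S1, was also higher (8014.9 against 3935.6, log2 ratio 1.03). Dataset S1 holds increased genes only, so H19 could not have come from it as lower. But Gnas, Dcn, Grb10 and Igf2r lay between -0.14 and 0.15, and the median of the list was 0.15 with a signal above 250 on both arrays. A shift to immature muscle is a candidate explanation, which this list cannot decide. Of 6 measured developmental genes, 5 were higher, with a median of 0.54 (percentile 99.7). All 5 are in Dataset S1, which had been seen before the list was set, so the count and percentile are not independent evidence. Myh10, Actc1 and Myf6 had log2 ratios of 0.54, 0.53 and 0.46, beside a far larger one of Myh8 (6.02 with a floor of 150). Ryr3 rests on a signal of 253.5 and was at least 1.69-fold higher (log2 ratio 0.76 with a floor of 150).

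Gys2 was at 1091 against 5.1. Liver RNA in the RXRγ pool would bring the abundant transcripts of hepatocytes, and 0 of the 13 listed besides Gys2 were above 250 and higher, 2 of them having no probe set of their own. Scaling does not account for it, since the lowest log2 ratio under the 3 other scalings was 7.69, though that value rests on a signal too low for a fold, and with a floor of 150 the log2 ratio was 2.86. The paper's quantitative real time PCR, with primers for Gys2 and in samples it describes as shared, also gives Gys2 as increased. An effect of the genotype on Gys2 in muscle may be the source, as a hypothesis that was not tested here.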

How the results depend on the processing

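No paired analysis was possible because each genotype is 1 array. One choice of members, the slow-fibre list without Myl3, and one of probe sets for the genes of Table 5 were made after the data were seen. The 3 other scalings shifted the median log2 ratio of probe sets above 150 on both arrays by 0.01 to 0.03, and under them 47.7% to 50.4% of the genes called were higher, against 45.6% as deposited. They kept all 636 higher genes and at least 689 of the 760 lower ones. The log2 ratios of Rxrg, Slc2a1, Slc2a4 and Srebf1 moved by less than a factor of 1.5 under each alternative that gives a value, and Slc2a4 passed 0.4 under each of the 3 other scalings; Slc2a1 has none with a signal above 250 on both arrays, nor has Srebf1. Higher and lower genes numbered 982 and 1028 with a signal above 150 on the brighter array, 340 and 438 above 500, 371 and 501 above 250 on both arrays, and 5208 and 4114 without a filter, changes that follow from the genes admitted. At a threshold of 1 they numbered 191 and 155, so that, as without a filter and with intensity-dependent centring, more were higher than lower. Counted as probe sets, 953 were higher and 1155 lower. Of the genes of Table 5, 8 were higher above 500 and 7 above 250 on both arrays, but 15 under median scaling and under intensity-dependent centring and 14 with the brightest probe set. There were 5 fatty acid synthesis genes higher above 250 on both arrays. At a threshold of 1, 194 entries of Dataset S1 were higher, and with a floor of 150 their correlation with the paper's values was 0.854; the cause was not tested. Of 495 alternative values of 48 other named genes, 29 moved and none changed direction among genes called. Those that moved with a pseudocount or a floor are under 150 on 1 array or, for Meg3, at 2 of its probe sets: Gys2 had 4.92 and 2.86, Myl3 -4.88 and -3.35. Without a filter, Thrsp fell to 1.00 and Plcb4 to 1.06 as dim probe sets entered their means. The medians of 4 of 10 lists beyond 0.4 fell under it in at least 1 alternative, none of them under another scaling. These were fatty acid and triglyceride synthesis (0.39 above 250 on both arrays, 0.35 without a filter), denervation and atrophy genes (0.01 above 500), other imprinted genes (0.15 above 500 and above 250 on both arrays, 0.37 without a filter) and immediate early genes (0.39 above 250 on both arrays). The signals near 150 and 250 limit these lists, since most of their missing members did not reach 250.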

Differences from the paper's values

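The paper's values in Fig. 5 come from quantitative real time PCR and those here from the arrays, in samples the paper describes as shared. Rxrg was at 2742% of control mice, against the paper's value of about 5100% in Fig. 5, read by eye. None of the alternatives set before the data were examined brought it within 1.5 times the paper's value, and they ran from 2511% with a pseudocount to 2879% with intensity-dependent centring. Pgam1 was at 161% of control mice, against the paper's value of about 270% in Fig. 5, read by eye. The 3 other scalings, the pseudocount of 32, the floor of 150, the other filters that keep it and the other choices of probe sets gave 151% to 165%, none of them within 1.5 times the paper's value.

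The paper counts Pdk1, Mat2b and Pgm2l1 as increased, and here their log2 ratios were 0.26, 0.37 and 0.39. The paper's values for them in Dataset S1 are 0.4, 0.4 and 0.55. Mat2b and Pgm2l1 passed 0.4 under median scaling (0.40 and 0.43) and intensity-dependent centring (0.43 and 0.41), Pgm2l1 also with its brightest probe set (0.49), and Pdk1 did not pass it under any alternative. With the probe sets that Dataset S1 lists, a choice made after seeing the values, 13 of the 16 genes were at 0.4 or more, as with all probe sets. The paper counts 738 increased genes and 636 were counted here, at the same threshold but with other gene names and without the present calls. The filter of 250 was set on the brighter array, since the paper does not name the array. Every probe set listed in Dataset S1 had at least 251.5 on the array of RXRγ mice, so all of them pass this filter. The paper's fold changes also differ from the ratios of the signals: 103 of its 738 entries lay under 0.4 here, 98 of them listed from 0.4 to 0.5, while 187 probe sets at or above 0.4 and above 250 in RXRγ mice are not listed. For Myh8 and Ryr3 the log2 ratios of 7.49 and 6.45 lie apart from the paper's values of 6.6 and 5.6, and they are not counted as differing because the signal in control mice allows only a bound, a rule applied after these values were seen.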

Other observations

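Genes of fatty acid oxidation and other targets of PPAR were lower or did not reach the threshold. Of 22 measured members of this list, none was higher and 10 were lower, with a median log2 ratio of -0.31 (percentile 0.50 among random lists). The uncoupling protein gene Ucp3 was lower (88.5 against 451.4), the pyruvate dehydrogenase kinase gene Pdk4 had a log2 ratio of -1.57, the lipoprotein receptor gene Vldlr one of -1.21, and the fatty acid transporter gene Slc27a1 was at least 1.82-fold lower. Ppard, Ppara and Pparg did not reach 250, with highest signals of 57.2, 85.0 and 35.6 in RXRγ mice. The other RXR genes were lower, Rxra at 242.8 against 345.2 and Rxrb at 236.7 against 398.4, while Nr4a1 was higher (log2 ratio 0.51), so that 2 of the 4 measured nuclear receptor genes were higher and 2 lower (median 0.00, percentile 57.0). Of 2 measured retinoid response genes, Tgm2 was higher (1038 against 404.6) and Aldh1a1 was lower. Of 37 measured genes of oxidative phosphorylation, 1 was higher and 1 was lower (median 0.03, percentile 95.3). Of 14 of the citric acid cycle, none was higher and 2 were lower (median -0.05, percentile 58.2), among them Idh2, at 304.9 against 1224. In gluconeogenesis, 2 genes were measured, Fbp2 and pyruvate carboxylase (Pcx, log2 ratio -0.19).

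Fast-fibre genes were also lower where they passed the threshold. Of 16 measured, 4 were lower and none was higher (median -0.22, percentile 2.6). The largest decreases were those of the myosin light chain kinase gene Mylk2 (492.6 against 1611) and Myh2 (5703 against 9978). The 2 probe sets of Myh4 had log2 ratios of -0.77 and -0.06. Tnnt3, at -0.24, had the highest signal on both arrays. For the brightest genes, the values given here do not separate lower expression from a difference between the arrays at high signals. Of 10 measured genes of denervation and atrophy, 7 were higher and 3 were lower (median 0.64, percentile 100.0), but the median was 0.01 with a signal above 500 on the brighter array. Dach2 was at least 1.79-fold and the acetylcholine receptor gene Chrnb1 at least 1.82-fold higher, and the ubiquitin ligase gene Trim63 was lower (1070 against 2636), as was Fbxo32. Of 21 genes of antigen presentation and interferon response, 9 were measured and all of these were higher (median 0.96, percentile 100). Another 9 did not reach 250, among them Ifit1, Ifit3, Irf7, Psmb8 and Tap1, with highest signals of 22.1, 138.2, 38.5, 82.7 and 44.3 in RXRγ mice and 27.5, 141.5, 35.4, 78.4 and 38.9 in control mice. Inside the H2 complex, H2-K1 had a signal of 1485 against 417.0 and H2-D1 of 1084 against 450.4, and outside it B2m had 3801 against 1803 and Iigp1 was at least 2.35-fold higher. Of 11 immediate early genes measured, 6 were higher (median 0.51, percentile 99.8, and 0.39 with a signal above 250 on both arrays), with Egr1 at 1016 against 416.4, Btg2 at 355.7 against 171.2 and Fos at a log2 ratio of 0.36. Of 15 heat shock genes, 7 were higher and 1 was lower (median 0.27, percentile 99.5), with Hspa1b at 765.0 against 183.9 and Hspb1 at 5453 against 2267.

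Markers of other cell types were measured in part. Of 5 measured adipocyte genes, 1 was lower and none was higher (median 0.19, percentile 89.6): the 4 probe sets of Car3, which muscle also expresses, ran from -2.50 to -0.31, and Adipoq had a log2 ratio of 0.17. Of 12 fibroblast and matrix genes, 2 were higher, Lum (1771 against 699.1) and Islr (log2 ratio 0.85), and none was lower (median 0.17, percentile 94.6). The 3 measured macrophage and leukocyte genes, Csf1r, Lyz2 and Mrc1, had log2 ratios of 0.25, 0.24 and -0.06 (percentile 83.4 for the median of 0.24). The 3 measured pericyte and smooth muscle genes lay between -0.36 and -0.09 (median -0.23, percentile 23.7). Cd34, of the endothelial list, had a log2 ratio of 0.23, and the Schwann cell genes Pmp22 and Mbp had 0.35 and 0.09. No gene of the lists of T and B cells (8 genes) or erythroid cells (6 genes) was measured above 250.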
